# Spatial genomics reveals cholesterol metabolism as a key factor in colorectal cancer immunotherapy resistance

**DOI:** 10.3389/fonc.2025.1549237

**Published:** 2025-03-18

**Authors:** Andrew J. Kavran, Yulong Bai, Brian Rabe, Anna Kreshock, Andrew Fisher, Yelena Cheng, Anne Lewin, Chao Dai, Matthew J. Meyer, Konstantinos J. Mavrakis, Anna Lyubetskaya, Eugene Drokhlyansky

**Keywords:** spatial transcriptomics, cholesterol, MC38, colorectal cancer, Visium, PD-1, immunotherapy resistance, spatial genomics

## Abstract

Immune checkpoint inhibitors (ICIs) have transformed the treatment landscape across multiple cancer types achieving durable responses for a significant number of patients. Despite their success, many patients still fail to respond to ICIs or develop resistance soon after treatment. We sought to identify early treatment features associated with ICI outcome. We leveraged the MC38 syngeneic tumor model because it has variable response to ICI therapy driven by tumor intrinsic heterogeneity. ICI response was assessed based on the level of immune cell infiltration into the tumor – a well-established clinical hallmark of ICI response. We generated a spatial atlas of 48,636 transcriptome-wide spots across 16 tumors using spatial transcriptomics; given the tumors were difficult to profile, we developed an enhanced transcriptome capture protocol yielding high quality spatial data. In total, we identified 8 tumor cell subsets (*e.g.*, proliferative, inflamed, and vascularized) and 4 stroma subsets (*e.g.*, immune and fibroblast). Each tumor had orthogonal histology and bulk-RNA sequencing data, which served to validate and benchmark observations from the spatial data. Our spatial atlas revealed that increased tumor cell cholesterol regulation, synthesis, and transport were associated with a lack of ICI response. Conversely, inflammation and T cell infiltration were associated with response. We further leveraged spatially aware gene expression analysis, to demonstrate that high cholesterol synthesis by tumor cells was associated with cytotoxic CD8 T cell exclusion. Finally, we demonstrate that bulk RNA-sequencing was able to detect immune correlates of response but lacked the sensitivity to detect cholesterol synthesis as a feature of resistance.

## Introduction

Immune checkpoint inhibitors (ICIs) transformed the field of immuno-oncology and the treatment landscape for multiple cancer types, including melanoma (1), non-small cell lung cancer (2), renal cell carcinoma (3), and microsatellite instability-high (MSI-H) colorectal carcinoma (CRC) (4, 5). Antibodies targeting PD-1 (aPD-1), nivolumab and pembrolizumab, represent two of the leading ICI therapies (6). Their efficacy is associated with the presence of infiltrating CD8 T cells in the tumor, which drive tumor cell clearance when the interaction between PD1 and its ligand, PD-L1, is blocked (7–9).

Despite their success, many patients either do not respond to ICI treatments or develop resistance following initial response due to tumor cell intrinsic and extrinsic factors (10–12). This complexity is well captured using single cell and spatial genomics, (13–23) and studies to date have characterized both post-treatment human (15, 24–26) and mouse tumors (27–30) suggesting there is a progression to developing ICI therapy resistance. First, intrinsic tumor variability determines the level of initial ICI response. For example, the baseline levels of MSI status and PD-L1 expression are well-established predictive biomarkers of response (31). Next, intrinsically recalcitrant tumors develop further adaptations leading to immune evasion and suppression. These adaptations include resistance to immune surveillance through JAK/STAT pathway mutations (32), reduced antigenicity (32, 33) and metabolic changes (34–36). In complement, the recruitment and action of immunosuppressive cells (*e.g.*, myeloid-derived suppressor cells, regulatory T cells, and stromal fibroblasts) dampen immune responses by cytotoxic T cells (37–40). Here, we sought to further understand how tumor intrinsic heterogeneity shapes the initial phase of ICI response and resistance by characterizing tumors early in their pharmacodynamic response. Specifically, we leveraged spatial genomics and pathology approaches to characterize the association of tumor intrinsic heterogeneity with the level of cytotoxic T cell infiltration stimulated by short term aPD-1 antibody administration *in vivo*.

We selected the MC38 syngeneic CRC model due to its variable response to aPD-1 therapy, which enables the study of ICI response and resistance based on intrinsic heterogeneity within a single model (28, 30, 41–43). We reasoned that tumor cell intrinsic signaling heterogeneity contributes to the variable aPD-1 response phenotype making this an ideal reductionist model to dissect differences in tumor cell intrinsic signaling associated with ICI response. Additionally, we sought to evaluate the utility of spatial transcriptomics (ST) to identify resistance mechanisms relative to traditional bulk profiling methods (20, 21, 44–50).

We generated a spatial map comprising transcriptomics and histology characterization of aPD-1 early responders and non-responders. This map includes 48,636 spatially resolved, transcriptome-wide, low-bulk spots from aPD-1 and control IgG treated tumors, matched to complementary immunohistochemistry-staining (*i.e.*, CD4 and CD8) and histology (*i.e.*, H&E) analysis. These multi-modal data enabled orthogonal validation of aPD-1 response and spatial gene-expression annotation, respectively (19). We also generated matched bulk gene expression profiles (*i.e.*, RNA-seq) to benchmark the utility of ST to identify features of aPD-1 resistance. We uncovered the association of tumor-intrinsic cholesterol synthesis with anti-PD1 therapy resistance – an association that was not readily identified in our bulk profiling of matched tumor samples.

This observation aligns with recent studies linking cholesterol metabolism to immune regulation in various cancers, including melanoma, lung cancer, and breast cancer (51–54). However, multiple factors influence tumor cholesterol levels (53, 55), resulting in diverse immune phenotypes (51, 56–62). In this study, we further sought to understand whether cholesterol metabolism in tumor cells correlates with aPD-1 response, and which T cell evasion mechanism is associated with resistance (*e.g.*, recruitment vs. exclusion; activation vs. exhaustion). Our spatially aware gene expression analysis highlighted that tumor-intrinsic heterogeneity in cholesterol metabolism exists before aPD-1 treatment and is linked to therapy resistance, with T cell exclusion underlying the resistance phenotype in MC38.

## Results

### MC38 aPD-1 responders have elevated immune infiltration and activation

MC38 is an MSI-H CRC model that has a variable response to aPD-1 therapy enabling the interrogation of response and resistance within the same model (28, 30, 41–44). MC38 tumors also recapitulate clinical disease features linked to therapeutic resistance, including T cell exhaustion and dense stroma (63). Here, we sought to understand tumor intrinsic determinants of response to aPD-1 by collecting treated MC38 tumors at an early pharmacodynamic time point (5 days post-treatment) to minimize confounding signal from tumor death, which would obscure transcriptional characterization of tumor cells (**Figure 1A**).

**Figure 1:**
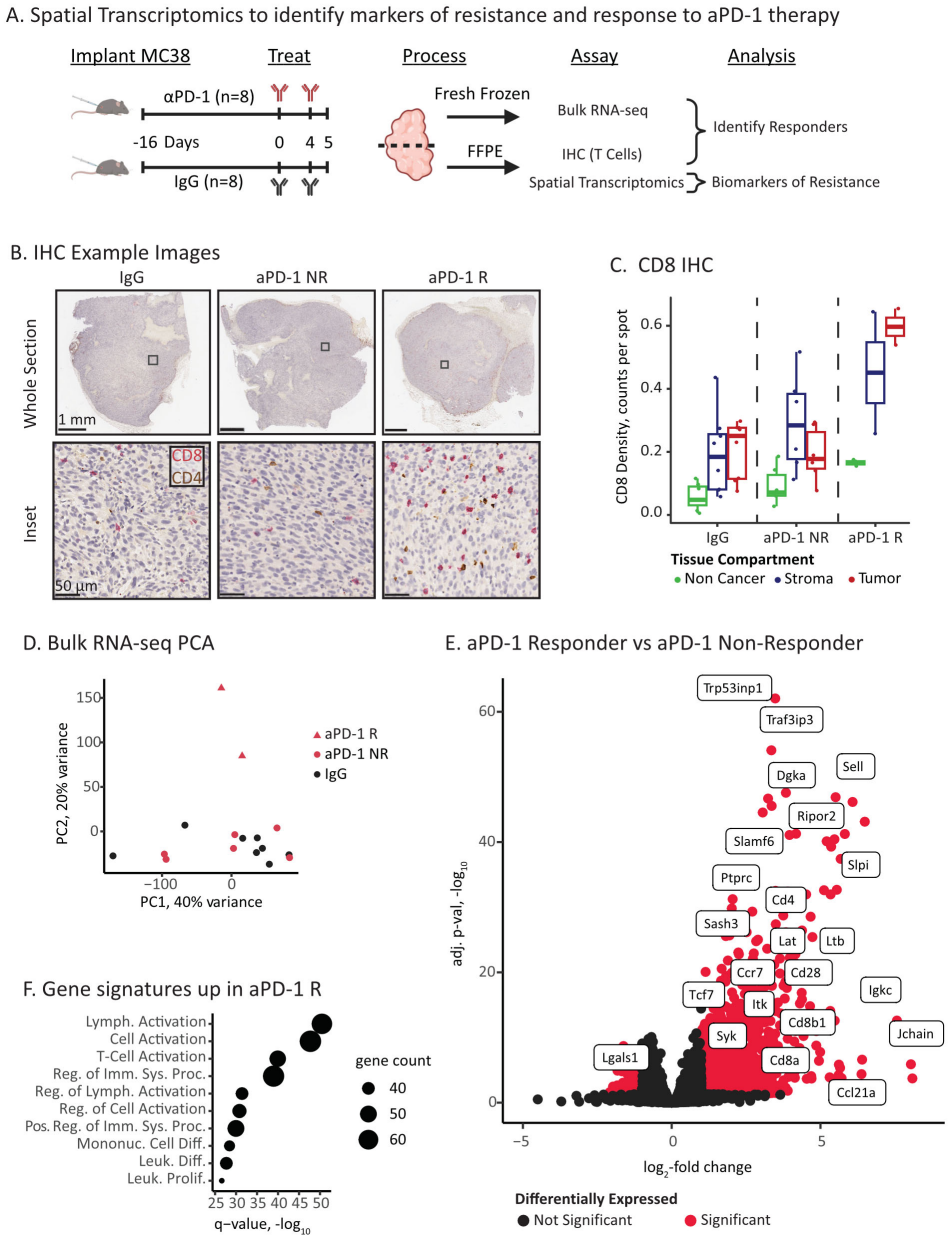
ICI responders have elevated immune infiltration and activation. **(A)** Experimental overview of ICI treatment and molecular characterizations. **(B)** Example IHC images of CD8 (red) and CD4 (brown) T cell markers. The columns correspond to treatment and response status: IgG control, aPD-1 Non-Responder (NR), and aPD-1 Responder (R). The top row displays the full tumor section, and the bottom row is a high resolution inset. Inset location is marked as a square in top row. **(C)** Quantification of CD8 positive cells in tissue compartments identified via digital pathology. IHC images were co-registered to the Visium H&E section, and positive cells in each capture spot were counted and normalized by the total number of spots per compartment and tumor section. **(D)** Principal components analysis (PCA) plot of bulk RNA-seq data for IgG control, aPD-1 non-responder (NR), and aPD-1 responder (R). **(E)** Volcano plot of differential gene expression between aPD-1 non-responder and aPD-1 responder tumors. Significant genes are marked in red and select immune related genes are labeled. **(F)** Gene set analysis (Fisher’s test) of the top significant genes upregulated in responders using Gene Ontology Biological Processes gene sets (109). Point size is proportional to significant genes count for each gene set.

We first classified the aPD-1 treated tumors (n=8 IgG control and n=8 aPD-1) into responders and non-responders. Tumors were assessed by immunohistochemistry staining revealing a subset of tumors with elevated levels of tumor infiltrating CD8 T cells in the tumor compartments (**Figure 1B, C**, p-value = 0.034 - R vs NR Welch’s T-test). We designated these tumors as responders (n=2) (28). The other aPD-1 treated tumors had CD8 T cell levels comparable to the IgG baseline (**Figure 1C**), which we designated as non-responders (n=6; n=8 IgG).

We next assessed gene expression features of response and resistance using bulk RNA-sequencing. 

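Bulk RNA-seq was available for 16 MC38 tumors, each from another mouse, comprising 8 IgG control, 6 aPD-1 non-responder and 2 aPD-1 responder tumors. MC38 is a mouse colon adenocarcinoma line, here grown under the skin of the flank. Mice received 200 µg of antibody on days 16 and 20 after implantation, and tumors were harvested on day 21. Poly(A)-enriched RNA from sections of the fresh frozen tissue was sequenced with paired reads of 150 bases. The authors aligned the reads with STAR 2.6 and deposited the expected counts per gene that RSEM 1.3.0 estimated, without normalization. Expected counts divide reads that fit several genes between them, and 7.83% of the values were not whole numbers. They were rounded to whole counts here. Total counts per tumor ranged from 26603477 to 39948922, with medians of 34879640 in IgG control, 33629237 in non-responder and 32719060 in responder tumors. The table lists 53557 entries, all but 92 of them genes by Ensembl identifier, and 18251 genes passed edgeR's filter for low counts. Counts were scaled by the TMM method, and all 16 tumors were fitted together as 3 groups. Differential expression was tested by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. A gene was called at an adjusted p below 0.05 and a log2 fold change above 1 in size, the thresholds of the paper. Expression is given as CPM on the TMM-scaled library size, and tumors are numbered as replicates 1 to 16 across the groups.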

At a high level, the aPD-1 responder tumors were outliers compared to the aPD-1 non-responder and IgG tumors (**Figure 1D**). 

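Principal component analysis of log2 CPM of the tested genes, each centred and scaled, placed 33.6% of the variance on the first component, 24.0% on the second and 8.58% on the third. The responders stood apart on the second component. Their scores there were 199.1 for replicate 15 and 116.7 for replicate 16, while the other 14 tumors lay between -58.8 and 6.31. The gap between the nearer responder and the nearest other tumor was 1.69 times the range of those 14 tumors. Of the first 3 components, this is the one on which the responders differ most from the others. A test chosen after the data were seen therefore picked the component anew for each of the 120 pairs of tumors, and no other pair gave as large a difference in mean score relative to the SD (exact permutation test, two-sided, p = 0.00833, the smallest p that 2 against 14 tumors allow). The first component of the scaled values did not separate the groups: it set IgG control replicate 1 apart, at a score of 209.5, followed by non-responder replicate 9 at 138.6 and non-responder replicate 14 at 103.0. Without scaling, and with the 500 genes of highest variance, the responders stood apart on the first component, with gaps of 1.51 and 2.09 times the range of the others. Without IgG control replicate 1 they differed most on the first component, but the gap fell to 0.0964 times the range of the others. Of 105 pairs, 3, the responders included, gave as large a difference (exact permutation p = 0.0286 with the component picked anew for each pair).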

Consistent with the IHC, these differences primarily arose from immune populations that infiltrated the responder tumors, including increased expression of T cell (*e.g.*, Cd8a, Cd8b1, and Cd4) and immune activation markers (*e.g.*, Syk, Lat, Itk, Irf4) (**Figures 1E, F**, **Supplementary Table S1**). In contrast, non-responders had fewer significant genes (1024 vs. 94, respectively) and no significant enrichment of gene sets. 

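Cd8a and Cd8b1 lie on chromosome 6 of GRCm38, from 71373427 to 71379173 and from 71322788 to 71337494. Cd8a was at 59.5 ± 0.369 CPM (SD, n = 2) in responders, 6.80 ± 2.45 CPM (SD, n = 6) in non-responders and 4.80 ± 3.14 CPM (SD, n = 8) in IgG controls. Its log2 fold change between responders and non-responders was 3.13 (standard error 0.46, adjusted p = 1.1e-04 from edgeR's quasi-likelihood test). Cd8b1 was at 28.0 ± 2.07 CPM (SD, n = 2) against 2.26 ± 0.941 CPM (SD, n = 6), a log2 fold change of 3.63 (standard error 0.53, adjusted p = 9.3e-05 from the same edgeR test). For Cd4, on chromosome 6 from 124864692 to 124888221, responders had 40.1 ± 6.66 CPM (SD, n = 2) and non-responders 1.96 ± 0.761 CPM (SD, n = 6). The difference corresponded to a log2 fold change of 4.35 (standard error 0.36, adjusted p = 3.1e-07). Of the immune activation markers, Syk on chromosome 13 had a log2 fold change of 2.15 (standard error 0.24, adjusted p = 6.2e-06) and Lat on chromosome 7 had 4.18 (standard error 0.34, adjusted p = 3.0e-07). Irf4, also on chromosome 13, had a log2 fold change of 4.47 (standard error 0.54, adjusted p = 1.5e-05). For each of these 6 genes both responders lay above all 6 non-responders (exact permutation test, two-sided, p = 0.0357, the smallest p that 2 against 6 tumors allow). The paper designated the responders by CD8 T cell staining of these tumors and named these genes from the same bulk data. Their separation is therefore not independent evidence. With each tumor of the groups left out in turn, Syk moved most, between 1.49 and 2.51.

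**Figure D1:**
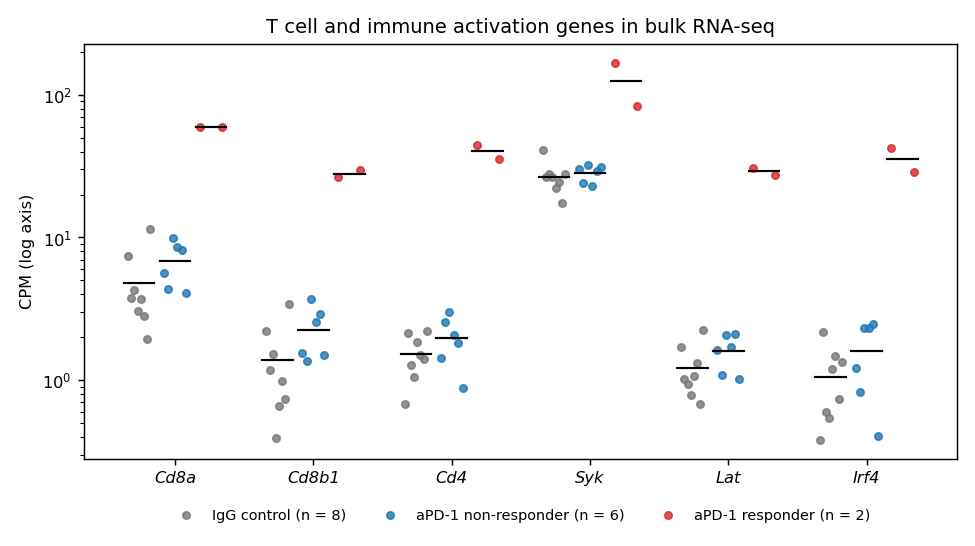
CPM on a log axis for 6 T cell and immune activation genes, with a point per tumor and a line at each group mean, for 8 IgG control, 6 aPD-1 non-responder and 2 aPD-1 responder tumors. For every gene the responders lie above all other tumors, for Cd8a at 59.2 and 59.7 CPM.

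Lists of marker genes of cell types were compared as well. The mean log2 fold change was 2.41 over 7 genes of naive and recirculating T cells (adjusted p over 13 lists 2.8e-11 by camera), 7.35 over 10 B cell genes (8.8e-22) and 6.49 over 5 plasma cell genes (5.9e-07). It was 6.58 over 6 genes of lymph node stroma and high endothelial venules (2.2e-05) and 0.27 over 8 macrophage and monocyte genes (0.71). Camera used a preset correlation between genes of 0.01. The calls of the first 4 lists also held under fry and under camera with an estimated correlation, and the macrophage and monocyte list was called by neither. Among called genes with a mean of at least 100 counts and with both responders on the same side of all non-responders, the largest log2 fold changes belonged to the immunoglobulin genes Igkv8-19 at 8.74, Ighv1-64 at 8.51, Igkv1-110 at 8.43 and Igkv6-20 at 8.22, and to Glycam1 at 8.32. Immunoglobulin variable genes have near copies among which RSEM divides reads. The paper attributes the differences primarily to infiltrating immune populations and refers to its immunohistochemistry. It names T cell and immune activation markers among the increased genes.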

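In total 2289 genes were called higher in responders and 121 higher in non-responders. Both responders lay above all 6 non-responders for 2196 of the former and below them for 116 of the latter. Of all tested genes, 6324 had both responders on the same side of all non-responders, where chance gives 7.14% of genes. DESeq2, the paper's tool, called 2248 and 169 genes in the same fit of 16 tumors, and both tools shared 2177 and 119. Leaving out responder replicate 15 moved the counts most, to 886 higher in responders and 37 higher in non-responders. Without responder replicate 16 they were 2397 and 204.
Gene Ontology sets were not used here. Among Reactome sets of 10 to 500 tested genes, 15 of 876 were enriched in the 200 genes of smallest adjusted p higher in responders (one-sided Fisher's exact test, Benjamini-Hochberg adjustment, against 14786 tested genes with an Entrez identifier). The set of smallest p was Generation of second messenger molecules, with 6 of its 23 genes selected where 0.244 were expected (adjusted p = 9.9e-05), and TCR signaling had 6 of 52 (adjusted p = 0.0031). No set was enriched in the 121 genes higher in non-responders, with a smallest adjusted p of 1 and 2 sets at an unadjusted p below 0.05. The genes called by DESeq2 gave 0 sets as well.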

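Lgals1, which encodes galectin-1, lies on chromosome 15 of GRCm38 from 78926725 to 78930465. It was at 2282 ± 297 CPM (SD, n = 6) in non-responders, 2116 ± 287 CPM (SD, n = 8) in IgG controls and 1093 ± 110 CPM (SD, n = 2) in responders. The log2 fold change between responders and non-responders was -1.06 (standard error 0.17, adjusted p = 3.1e-04 from edgeR's quasi-likelihood test). Between non-responders and IgG controls Lgals1 differed by a log2 fold change of 0.11 (adjusted p = 0.987 from the same edgeR test). The value stayed between -1.22 and -1.02 when each responder and non-responder was left out in turn.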

Amongst these genes, we identified Lgals1 as a differentially expressed (DE) gene with an established immunosuppressive role (64, 65) (**Figure 1E**, **Supplementary Table S1**).

Overall, we were able to detect histology and expression-based hallmarks of ICI response at an early time point following aPD-1 administration. The two aPD-1 responder tumors demonstrated increased infiltration of activated cytotoxic T cells compared to non-responder and control tumors. However, bulk gene expression analysis did not provide substantial insights or associations with resistance.

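Against IgG controls, 2612 genes were called higher in responders and 117 lower. Of the genes called against non-responders, 2187 of those higher in responders and 75 of those lower were also called against IgG controls. Without responder replicate 15 the number of genes called against IgG controls fell from 2729 to 1243.
A list of 10 genes of cytotoxic effector T cells had a mean log2 fold change of 1.80 against IgG controls (adjusted p over 13 lists 0.0017 by camera and 0.0015 by fry). An estimated correlation between the genes, 0.568, gave 0.326. Both responders lay above all 8 IgG controls in the mean of the list (exact permutation test, two-sided, p = 0.0222, the smallest p that 2 against 8 tumors allow). Against non-responders the mean log2 fold change was 1.13, with adjusted p values of 0.101 by camera, 0.042 by fry and 0.682 with an estimated correlation, and an exact permutation p of 0.0714. This value rested on responder replicate 16: it was 1.51 with that tumor as the only responder and 0.29 with replicate 15 alone. Gzmb was at 66.6 CPM in replicate 16 and 20.6 CPM in replicate 15, where the non-responders had 23.6 ± 7.63 CPM (SD, n = 6). Its log2 fold change against non-responders was 0.89 (standard error 0.56, adjusted p = 0.312), and that of Prf1 was 0.66 (standard error 0.58, adjusted p = 0.493), both from edgeR's quasi-likelihood test. Ccl5 and Nkg7 were higher in both responders than in all non-responders, with log2 fold changes of 1.47 (adjusted p = 0.0219) and 1.89 (adjusted p = 0.00507).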

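Between the 6 non-responders and the 8 IgG controls, edgeR called 0 of 18251 genes, with 694 genes at an unadjusted p below 0.05 and a smallest adjusted p of 0.442. These numbers depend on IgG control replicate 1: without it 3219 genes were at an unadjusted p below 0.05 and 7 passed an adjusted p of 0.05, of which 2, Ubd and Gm4841, were called. DESeq2 called 4 genes, all higher in non-responders, with 787 at an unadjusted p below 0.05. These were Ifitm1, Apol7c, Gm44170 and Ttr. All 6 genes were named after their values were seen. Ifitm1 was at 21.4 CPM on average in non-responders and 8.60 CPM in IgG controls, and 5 of the 6 non-responders lay above all IgG controls. In edgeR its log2 fold change was 1.32 (adjusted p = 0.442 from edgeR's quasi-likelihood test). The other 3 were at means below 1 CPM in both groups. Counts simulated with the spread of these groups, 6 against 8 tumors, had 91% of genes changed 4-fold and 73% of genes changed 2-fold recovered at an adjusted p below 0.05.
Among called genes with a mean of at least 100 counts and with both responders on the same side of all non-responders, those with the lowest log2 fold change between responders and non-responders were Atg9b at -1.84, Gm12606 at -1.81, Strc at -1.69, Pitx1 at -1.65 and Cdkn2b at -1.65. Their adjusted p values lay between 2.4e-04 for Cdkn2b and 0.0216 for Gm12606. With responder replicate 15 left out Gm12606, Strc and Pitx1 were no longer called, at adjusted p values of 0.183, 0.0616 and 0.145.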

### Spatial transcriptomic map of ICI-treated MC38 tumors

We sought to understand whether ST techniques could reveal resistance associations in non-responders that were missed by bulk profiling. To this end, we generated a transcriptome-wide spatial atlas across IgG control, aPD-1 responder, and aPD-1 non-responder tumors. ST was applied to the same tumors as profiled by bulk RNA-seq and histology.

Initially, the ST base protocol (Visium for FFPE) yielded poor data quality (**Figures 2A, B**). The spots under the tissue exhibited a low number of unique molecular identifiers (UMIs) and genes detected with captured probes localized to spots outside of the tissue boundary (~63%) indicating capture of ambient signal beyond the tissue and suggesting inadequate tissue permeabilization. To address this issue, we added an additional enzymatic digestion step, which improved probe capture in spots under the tissue (methods). This modification resulted in a ~26-fold increase in median UMIs per spot and ~8-fold increase of median genes per spot (**Figures 2A, B**). This protocol optimization not only enabled analysis of these tissues but also offers a potential improvement for other challenging spatial transcriptomics indications.

**Figure 2:**
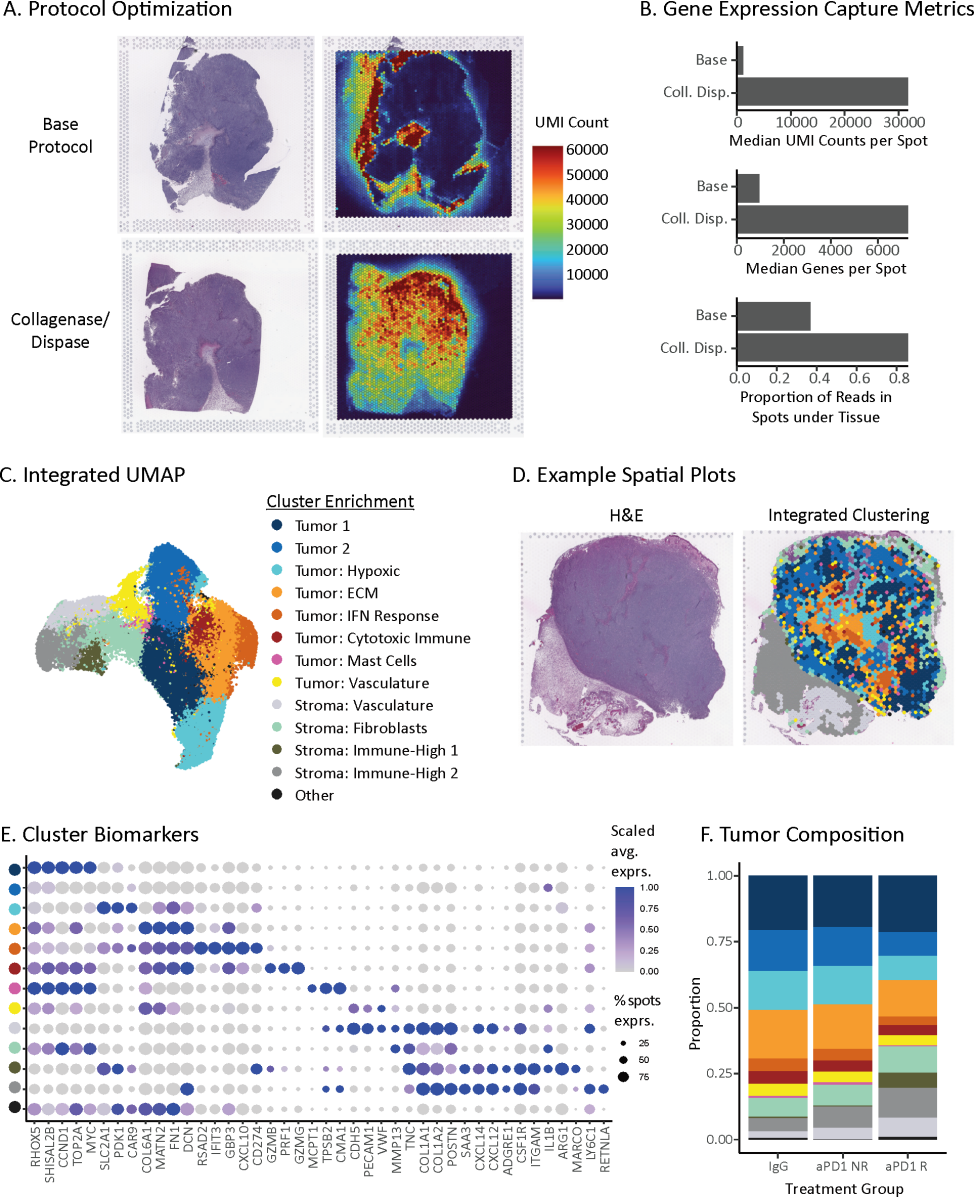
Spatial transcriptomic map of ICI-treated MC38 tumors. **(A)** Spatial distributions of unique molecular identifiers (UMIs) per spot with the base Visium protocol (top) or optimized protocol with collagenase and dispase permeabilization step (bottom). **(B)** Gene expression capture metrics of the base and optimized spatial transcriptomics protocols. **(C)** UMAP of unsupervised clusters from 48,636 ST spots across 21 tumor sections from 16 MC38 tumors. Clusters represent tumor and stroma subsets, named based on differentially expressed genes (**Supplementary Table S2**). **(D)** Spatial distribution of unsupervised clusters from **(C)** for a single tissue section (right) and its corresponding hematoxylin & eosin (H&E) stain (left). **(E)** Dot plot of differentially expressed biomarkers for each unsupervised cluster in the MC38 spatial atlas. Clusters are colored to match the legend above in **(C)**. Dot size is proportional to the number of spots that express the gene, and color matches the z-scaled gene expression. **(F)** Treatment and response group composition based on unsupervised clusters present within each tumor. Proportions are first averaged across replicate sections, if applicable, and then treatment group.

Using the optimized protocol, we profiled 16 MC38 syngeneic tumors with 1-3 sections each for a total of 21 different sections. After stringent quality control filtering, our dataset consisted of 48,636 spots (55 µm diameter). Each spot captures low-bulk gene expression from an admixture of ~20 cells, which is small enough to enable the capture of dominant cell types in both mouse and human tumors (19). Given the low-bulk resolution, we refer to groupings of spots as subsets rather than single cells. Integrated clustering of the cohort partitioned the tissue into 8 tumor cell subsets and 4 stroma subsets observed across all treatment groups (**Figures 2C–E**, **Supplementary Table S2**). The tumor cell subsets stratified by three main types: First, tumor-dominant cell subsets (Tumor 1 and 2 clusters) lacking clear enrichment of other cell types, with Tumor 1 cluster characterized by greater expression of proliferation genes (*e.g.*, Ccnd1, Top2a, Myc). Second, tumor subsets enriched for microenvironment features, including hypoxia markers (*e.g.*, Slc2a1, Pdk1, Car9), extracellular matrix (ECM) genes (*e.g.*, Matn2, Fn1, Dcn, Col6a1), vasculature (*e.g.*, Cdh5, Pecam1, Vwf), and interferon response genes (*e.g.*, Rsad2, Ifit3, Gbp3, Cxcl10, Cd274). Third, tumor subsets enriched for immune markers, including cytotoxic immune genes (*e.g.*, Prf1, Gzmb, Gzmg) and mast cell protease genes (*e.g.*, Mcpt1, Cma1, Tpsb2). For stroma, we identified subsets enriched for vasculature genes (*e.g.* Cdh5, Pecam1, Vwf), fibroblast markers (*e.g.*, Col1a1, Col1a2, Postn), strong expression of secreted immune factors (*e.g.*, Saa3, Cxcl12 and Cxcl14) and myeloid markers (*e.g.*, Csf1r, Itgam, Cd163, Cd68). All subsets are named for these major features, respectively (**Figures 2C–E**, **Supplementary Table S2**).

The presence of tumor cell and stroma subsets across all tumors enabled us to assess whether the composition of tumors changed with treatment or response groups. Within the tumor cell compartment, the hypoxic tumor subset comprised a higher proportion of spots within aPD-1 non-responders compared to aPD-1 responders (14.3% vs. 8.9%, respectively) (**Figure 2F**). This observation is in line with hypoxic immune suppression reducing aPD-1 efficacy (66–68). Within the stromal compartment, the immune high-1 subset was more abundant in aPD-1 responders than non-responders (5.8% *vs*. 0.5%, respectively) (**Figure 2F**), which reflects an increased presence of immune cells following treatment. Overall, these differences in composition fit with a model where response to aPD-1 is associated with less hypoxia and more immune inflamed stroma (41, 69, 70).

### Cholesterol pathway associated with aPD-1 non-responders

Leveraging our spatial atlas, we sought to identify tumor intrinsic gene expression associated with aPD-1 response and resistance by performing differential expression analysis (methods) (71, 72) within the same tumor cell and stroma subsets across responder and non-responder tumors. Subsets enriched for tumor cells had substantially greater average number of DE genes than stroma subsets (520 vs 160 responders, 112 vs 32 non-responders) (**Figure 3A**, **Supplementary Table S3**) supporting our hypothesis that tumor cell intrinsic signaling underlies the variable response to aPD-1 treatment. Furthermore, responder tumors had more upregulated genes than non-responders, which is consistent with our bulk RNA-seq data indicating that most gene expression differences observed by bulk-RNA seq were driven by the tumor compartment.

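In the bulk RNA-seq data, the fold change threshold of the spatial comparison, 1.5-fold, gave 2661 genes higher in responders and 410 higher in non-responders at an adjusted p below 0.05. Genes higher in responders made up 86.6% of these 3071 genes. With a tumor left out the share was lowest without non-responder replicate 10, 80.5%, and highest without responder replicate 15, 92.2%, where the counts fell to 940 and 80. DESeq2 on genes with at least 10 counts in every tumor, a setting chosen after the data were seen, gave 78.2%.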

**Figure 3:**
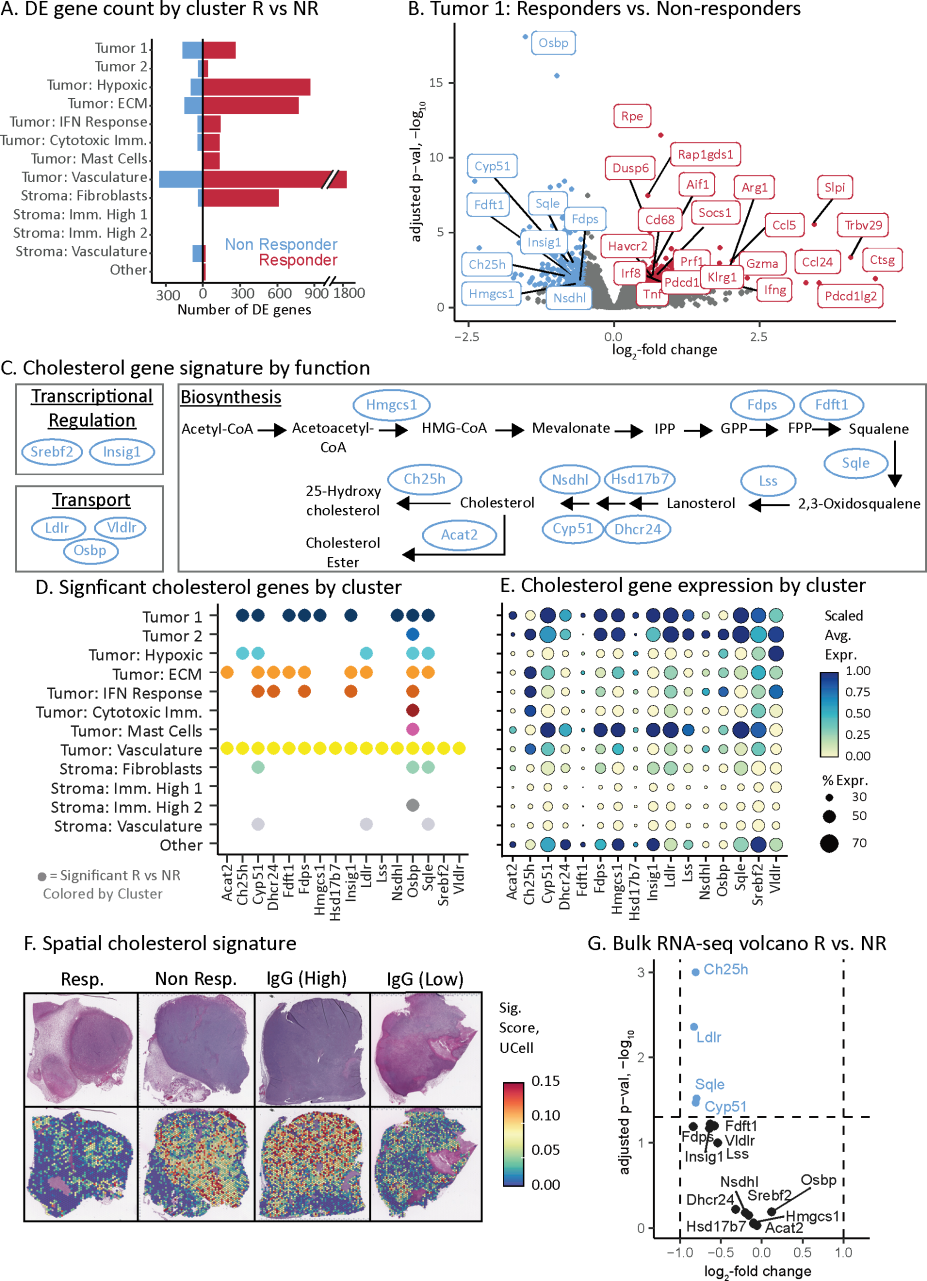
Cholesterol pathway associated with aPD-1 non-responders. **(A)** Transcriptome changes as assessed by number of differentially expressed genes across tumor and stroma subsets for the aPD-1 responders and non-responders. Double slash indicates a scale break used for data visualization. **(B)** Volcano plot of genes that are differentially expressed between aPD-1 responders and non-responders in the Tumor 1 subset. Selected genes are labeled with color indicating direction of expression change, consistent with **(A)**. **(C)** Pathway schematic of cholesterol regulation, synthesis, and transport. Genes identified via our spatial atlas as associated with non-responders are indicated (blue ovals). **(D)** Summary of cholesterol pathway genes that have significant expression changes associated with aPD-1 therapy resistance. Spatial atlas cell subsets are shown along the vertical axis. A dot is present if the gene is significantly upregulated in non-responders versus responders in that given subset. **(E)** Dot plot of cholesterol gene expression by subset. Dot size indicates the percent of spots in a subset that have expression of the given gene. Color represents the z-scaled average gene expression across the subset. The vertical axis labels from **(D)** extend to this figure. **(F)** Spatial gene expression plots of cholesterol pathway genes upregulated in non-responders depicted as a signature of 16 genes in **(C-E)** and calculated using UCell. Top row is H&E-stained section. Bottom row is the corresponding signature values. The two IgG samples show tumors with either high or low expression of the cholesterol gene signature. **(G)** Volcano plot of bulk RNA-seq data (from **Figure 1E**) depicting only cholesterol signature genes. Dashed lines indicate the significance cut-offs for log fold change and adjusted p-values. Blue dots indicate the genes that pass the threshold for significance by adjusted p-value.

We first evaluated response-associated DE genes within the tumor cell compartment that were upregulated in responders. The dominant signal across tumor cell subsets was driven by immune infiltration and inflammation (**Supplementary Table S3**). For example, in the Tumor 1 subset, upregulated genes included CD8 T cell (*e.g.*, Gzma, Prf1, Klrg1, Trbv29, Pdcd1, Havcr2) and macrophage/monocyte (*e.g.*, Cd68, Aif1) biomarkers (**Figure 3B**) (41). This subset also had upregulated interferon-gamma (73) and tumor necrosis factor signaling (74) in responders (**Figure 3B**). The concordance of these observations with established ICI biology (28, 41, 73, 74) supports the accuracy of our approach.

We next sought to identify potential tumor cell intrinsic mechanisms of resistance in non-responder tumors. The dominant signal in non-responders was higher expression of genes across the cholesterol pathway including transcriptional regulation, biosynthesis, and transport (**Figures 3B, C**). The upregulated DE genes in the Tumor 1 subset of non-responders included Hmgcs1, Nsdhl, Ch25h, Insig1, Fdps, Sqle, Fdft1, Cyp51, and Osbp (**Figure 3B**) (75–78). Across all tumor cell subsets, a total of 16 genes directly involved in cholesterol homeostasis were upregulated in non-responder tumors (**Figures 3C, D**). These cholesterol genes were more likely to be upregulated in tumor cell subsets than stromal ones (**Figures 3D, E**). The subsets that had the greatest number of upregulated cholesterol DE genes were Tumor 1 (9 genes), Tumor: vasculature (16 genes) and Tumor: ECM (9 genes) compared with lower abundance in Tumor: hypoxia (5 genes) and Tumor: IFN response (5 genes) (**Figure 3D**). These subsets comprised a higher proportion of the tumor clusters in responders and non-responders, respectively (**Figure 2F**). Taken together, these data indicate that cholesterol production was both upregulated in the tumor cells of non-responders, and that these cells comprised a higher fraction of the total in non-responder tumors.

We reasoned that if the level of cholesterol synthesis was due to intrinsic tumor cell heterogeneity, then the IgG control tumors should also have variable expression of cholesterol synthesis. Indeed, an IgG control tumor stood out by its low level of cholesterol gene expression comparable to responders (**Figure 3F**; **Supplementary Table S4**). These data indicate that the level of cholesterol synthesis is independent of aPD-1 treatment but is associated with the failure of aPD-1 to elicit T cell infiltration.

Finally, we assessed why bulk RNA-seq could not identify the association of cholesterol synthesis with non-responder tumors (**Figures 1A, E**) by evaluating all 16 cholesterol genes identified through ST (**Figure 3C**). Only 4 out of 16 genes (Ch25h, Ldlr, Sqle, and Cyp51) passed an adjusted p-value significance threshold (**Figure 3G**). However, these four genes had minor changes in gene expression between responders and non-responders (**Figure 3G**). Therefore, ST provided the necessary resolution and sensitivity to uncover the cholesterol synthesis pathway and revealed signals obscured in bulk profiling, providing novel insights into mechanisms of resistance to aPD-1 therapy in non-responder tumors.

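In edgeR's quasi-likelihood test, 2 of the 16 genes passed an adjusted p of 0.05 over all genes tested. Ch25h, on chromosome 19 of GRCm38 from 34473778 to 34475164, was at 42.9 ± 3.65 CPM (SD, n = 6) in non-responders and 24.0 ± 1.86 CPM (SD, n = 2) in responders. Its log2 fold change was -0.84 (standard error 0.20, adjusted p = 0.0068). Sqle had a log2 fold change of -0.82 (standard error 0.30, adjusted p = 0.0665) and Cyp51 -0.83 (standard error 0.31, adjusted p = 0.0736). For Ch25h, Sqle and Cyp51 both responders lay below all 6 non-responders. Under DESeq2 4 of the 16 genes passed an adjusted p of 0.05, with Ch25h, Sqle and Cyp51 among them. In a fit of only the 8 aPD-1 tumors 9 of the 16 passed it. In edgeR 0 of the 16 passed without responder replicate 15 and 1 without replicate 16. Ch25h did not pass without replicate 15. Of the 10 genes named in the text, 7 passed when adjusted over the list alone. This count was 6 without non-responder replicate 11, 2 without non-responder replicate 9, 12 or 14 or responder replicate 15, and 1 without responder replicate 16. Of all 16 genes 2 passed when adjusted over the list alone, and 9 under DESeq2, with no filter on low counts or in a fit of only the 8 aPD-1 tumors. The number was 7 without non-responder replicate 11 and 0 with either responder left out. The study chose this list on the same tumors, so these counts are not independent evidence.

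**Figure D2:**
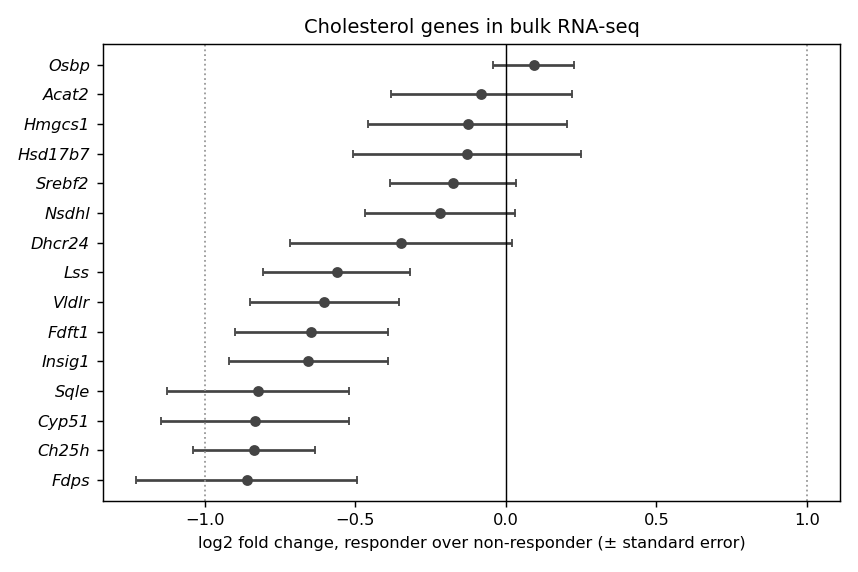
Log2 fold change between responders (n = 2) and non-responders (n = 6) for 15 of the cholesterol genes, with bars for the standard error and dotted lines at 1 in either direction. The points run from -0.86 for Fdps to 0.09 for Osbp, and that of Ch25h lies at -0.84.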

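All 16 log2 fold changes were smaller than 1 in size, from -0.86 to 0.09, and 15 of the 16 genes were lower in responders. The mean over the 10 genes named in the text was -0.58 and the median -0.74, with 9 of the 10 lower. As a set they were lower in responders by camera (p = 9.3e-04) and by fry (p = 0.0104), but not by camera with the estimated correlation between them of 0.326 (p = 0.105). Both responders lay below all non-responders in the mean log2 CPM of the list (exact permutation test, two-sided, p = 0.0357, or 0.0893 adjusted over 15 lists). Of 10000 random lists matched on expression, 0.41% had a mean as low. The genes of these lists were drawn independently, without the correlation between the cholesterol genes. The study also chose the cholesterol genes on the same tumors, so this share is not independent evidence. A list of 12 further cholesterol synthesis genes, holding none of the 16, had a mean log2 fold change of -0.11 (camera p = 0.198, fry p = 0.641, exact permutation p = 0.607). The paper reasons that bulk RNA-seq could not identify the association with non-responders because few of the 16 genes passed and their changes were minor.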

### Location of cholesterol synthesis associated with dampened T cell response

We reasoned that the location of cytotoxic T cells and cholesterol synthesis should be incongruous if they lead to opposing ICI responses. To test this hypothesis, we leveraged the location of these two features independent of each other to identify *de novo* distance-based gene expression associations within aPD-1 responder and non-responder tumors. As a proof-of-concept for our approach, we first tested the relationship of cytotoxic T cells to the surrounding tumor because the role of T cells is well-established in the response of MC38 tumors to aPD-1 treatment (79). Then we tested the relationships of cholesterol synthesis to the broader tumor.

We developed a framework to identify gene expression changes that depend on their spatial proximity to a given feature – in this case, high gene signature score of either CD8 T cells or cholesterol synthesis in spots. This model quantifies the association between gene expression and the distance to the nearest given feature (*i.e.*, signature-high spot) for all spots that do not have that feature (*i.e.*, signature-low spots). We focused our analysis on tumor signaling, excluding spots from the stroma. We performed the modeling on a gene-by-gene basis, resulting in a coefficient for each gene that describes if the gene is expressed higher in tumor spots proximal to a feature (*e.g.*, T cells) yielding a negative coefficient, or distal from a feature yielding a positive coefficient (**Figure 4A**) (methods). We applied this framework separately to aPD-1 responder and non-responder tumors to understand the impact of response status on feature-based spatial expression patterns.

**Figure 4:**
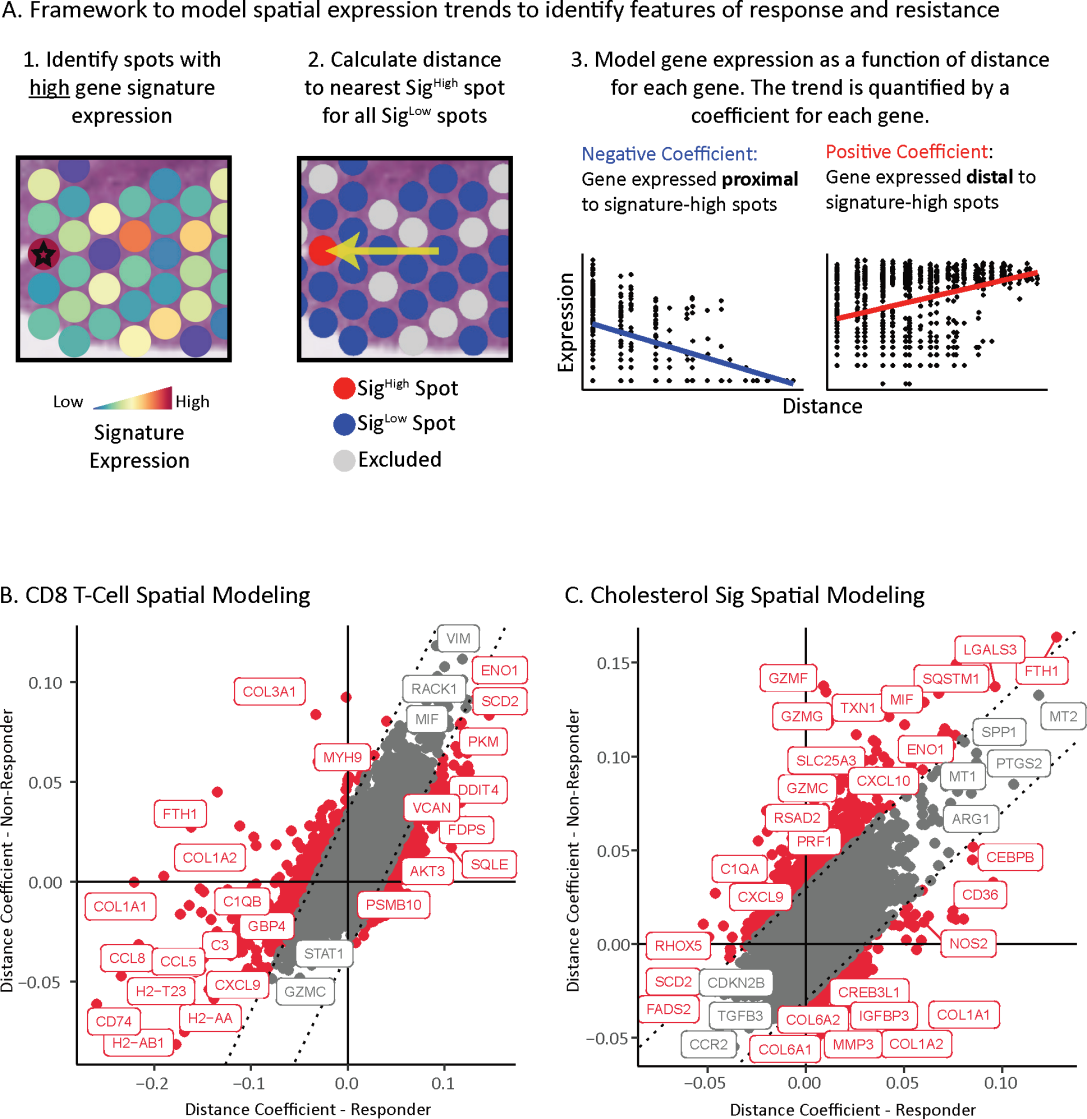
Location of cholesterol synthesis associated with dampened T cell response. **(A)** Framework to identify location-based changes in spatial gene expression that occur as a consequence of distance from a given feature of interest. Left panels: First, spots expressing high levels of the genes for a feature of interest are identified (indicated by star; Sig^high^). Next, spots with low expression of genes for the feature of interest are identified (Sig^low^). Non-tumor spots and spots with mid-signature expression are excluded from analysis to reduce confounding variables (grey spots). Distance from each Sig^high^ spot to the nearest Sig^low^ spot is calculated. Right panels: Representation of linear model used to identify gene expression of Sig^low^ spots as a function of distance from Sig^high^ spots. A coefficient is calculated for every gene to quantify the strength of the trend between expression and distance from a Sig^high^ spot. A positive coefficient indicates the expression increases with distance from a Sig^high^ spot, while a negative coefficient means the expression increases with proximity to a Sig^high^ spot. **(B)** Scatterplot of tumor spatial gene expression coefficients anchored on CD8 T cell Sig^high^ spots. Points are colored red if the difference between the coefficient in responders and non-responders is significant, and gray if it is not significant. The dotted lines indicate significance thresholds. **(C)** Scatterplot of tumor spatial gene expression coefficients anchored on cholesterol pathway Sig^high^ spots. Points are colored red if the difference between the coefficient in responders and non-responders is significant, and gray if it is not significant. The dotted lines indicate significance thresholds.

We first assessed the distance relationship of gene-expression relative to CD8 T cells. Antigen presentation genes spanning MHC-I and MHC-II (*e.g.*, H2-Ab1, H2-T23, H2-Aa, Cd74) and chemokines (*e.g.*, Ccl5, Ccl8, Cxcl9) were expressed closer to CD8 T cells in aPD-1 responder tumors than non-responder tumors (**Figure 4B**, **Supplementary Table S5**). Conversely, genes with positive coefficients that are expressed further away from CD8 T cells include hypoxia induced genes (*e.g.*, Eno1, Pkm, Ddit4) (80, 81), and cholesterol genes (*i.e.*, Sqle, Fdps) that were associated with ICI resistance identified in our prior analysis.

These distance associations between gene expression and CD8 T cells fits with well-established ICI biology. For example, the processing and presentation of antigens is a requirement to drive ICI efficacy through T cell activation (82–84). Likewise, among the chemokines, Cxcl9 is involved in recruiting and activating CD8 T cells, and its expression correlates with response to aPD-1 (85, 86). Conversely, hypoxia facilitates T cell exclusion and ICI resistance (87). These results support the validity of our approach.

Finally, we applied our distance framework to understand the impact of cholesterol-high regions on surrounding gene expression. Genes nearest the cholesterol-high regions in both responders and non-responders include the signaling ligand Tgfb3, which is associated with immunosuppression and drug resistance (88), and Ccr2, which is a myeloid marker associated with immune suppression (89, 90) and is upregulated by cholesterol (91)(**Figure 4C**, **Supplementary Table S6**). Interestingly, markers of cytotoxic T cell activity (*i.e.*, Prf1, Gzmf, Gzmg, Gzmc) (92–96) and inflammatory cytokines (*i.e.*, Cxcl10, Cxcl9) (85, 86, 97) were expressed further from cholesterol high regions in non-responders than in responders. The two spatial models support that high cholesterol in proximity to CD8 T cells dampens cytotoxic activity in MC38 non-responders.

## Discussion

In this study, we explored the features of response and resistance to aPD-1 therapy in MC38 tumors using spatial genomics. Our spatial atlas, validated through bulk RNA-seq and histology, identified tumors that either responded to immune checkpoint inhibitors with increased CD8 T cell infiltration and activation or failed to elicit an immune response. While all three datasets – ST, bulk RNA-seq, and histology – highlighted immune features of response, only the high-resolution ST atlas revealed strong associations with resistance. We found that non-responder tumor cells exhibited high expression of cholesterol synthesis genes compared to aPD-1 responders. Additionally, we demonstrated that cytotoxic T cells were excluded from cholesterol-rich regions in non-responders, suggesting that cholesterol or its derivatives play an immunosuppressive role that dampens tumor immunity. Of note, non-responders not only showed differential expression of cholesterol-related genes but also more distal expression of T cell activation markers from cholesterol-rich regions. Overall, these findings support that cholesterol metabolism is a tumor-intrinsic mechanism of resistance that impairs T cell activity and recruitment. Furthermore, we observe cholesterol metabolism heterogeneity in IgG control tumors indicating that this, at least in part, is an intrinsic resistance mechanism rather than an adaptive response to aPD-1 treatment.

Modulating cholesterol metabolism has been explored as a strategy to increase ICI efficacy. Pre-clinical studies have demonstrated that ICI combination with cholesterol modulating drugs improves response (59, 98–101). When combined with aPD-1 therapy, statins (*e.g.*, lovastatin) increase T cell infiltration in syngeneic lung cancer tumors resulting in reduced tumor growth (101). Likewise, in ARID1A mutant ovarian cancer models, simvastatin and atorvastatin elicit pyroptosis and synergize with anti-PD-L1 therapy (98). More generally, modulating lipid metabolism (*e.g.*, Wee1 inhibition) also improves ICI response (102); albeit we do not see association of other lipid pathways with aPD-1 response in MC38 tumors.

Cholesterol, its precursors, and its derivates are important mediators of immune cell function, supporting both activation and suppression. For example, cholesterol-enriched lipid rafts at the plasma membrane promotes T cell receptor (TCR) clustering for antigen recognition and subsequent cytotoxic function (56, 103). Then, within activated CD8 T cells, cholesterol biosynthesis and expression of its low-density lipoprotein receptor (LDLR) are necessary for proliferation (57, 58). Other cholesterol precursors are also essential for T cell activation (59) with their deficiency leading to an exhausted CD8 T cell phenotype (100, 104). Conversely, excess cholesterol can disrupt membrane lipid rafts precluding pro-inflammatory signal transduction (105, 106). Also, excess cholesterol can trigger cell stress resulting in T cell exhaustion (51, 60–62). This duality underscores the necessity for future studies to gain a deeper understanding of cholesterol’s role in immune regulation.

Overall, our study demonstrates an intriguing connection between tumor cell intrinsic cholesterol and T cell infiltration in the context of PD-1 therapy resistance. We identify a core set of cholesterol genes associated with this phenotype. Given the cellular complexity present within tumors, our study motivates further dissection of the interplay between cholesterol homeostasis and ICI response. More broadly, our study provides a proof-of-concept for the utility of spatial -omics technologies to identify putative therapy resistance mechanisms missed by bulk profiling.

## Methods

### MC38 cell culture

MC38 colon adenocarcinoma mouse cells were acquired from Dr. James Allison, MD Anderson Cancer Center, TX (RRID: CVCL_B288). The cells were tested for mycoplasma and STR profiling. MC38 cells were cultured in DMEM (ThermoFisher Scientific Cat# 11965092) Supplemented with 10% FBS (ThermoFisher Scientific Cat# 16000044), 10 mM HEPES (ThermoFisher Scientific Cat# 15630080), 1mM sodium pyruvate (ThermoFisher Scientific Cat# 1360070), 2 mM L-glutamine (Gibco), 1x MEM non-essential amino acids (ThermoFisher Scientific Cat# 11140050), and 1% pen/strep (ThermoFisher Scientific Cat# 15140122).

### Syngeneic tumor growth and treatment

Syngeneic tumors were grown by injecting 1 million MC38 cells subcutaneously in the right flank of 6–8-week-old female C57BL/6 mice (Charles River RRID: IMSR_JAX:000,664). Sixteen mice were enrolled for study if their tumor reached 150-250 mm^3^ on day 16. Mice were randomly assigned to control IgG or aPD-1 treatments (n=8 per treatment) and were dosed with 200ug, on days 16 and 20 (Q4Dx2). Mice were euthanized by CO_2_, and tumors were harvested on day 21 and stored in ice cold PBS before processing.

Each tumor was cut in half and processed by either FFPE or fresh-frozen tissue embedding. For fresh frozen blocks, the tumors were placed in cryomolds with ice-cold TissueTek O.C.T. Compound (VWR, 25608-930) on a pre-cooled aluminum block that was placed in a dry ice and ethanol mixture. Additional O.C.T. was added to ensure the entire tissue was covered. Blocks were stored sealed at -80°C. For FFPE blocks, the tumors were placed in 10% Neutral Buffered Formalin for 24-h fixation. The tumors were then processed for paraffin embedding in a Sakura VIP automated system with vacuum/pressure cycles, dehydrating in graded alcohols to xylene and then paraffin, and embedded into blocks for sectioning.

All mouse work was performed in accordance with Institutional Animal Care and Use Committees (IACUC) relevant guidelines at Charles River Laboratories and Bristol Myers Squibb under protocol number CR-0067.

### Bulk RNA-seq library preparation, sequencing, and analysis

Two sections measuring 100 microns of each fresh frozen tumor block were collected in microcentrifuge tubes. The tubes were kept on dry ice and shipped to Azenta Life Sciences (South Plainfield, New Jersey, USA) for downstream RNA sequencing. Total RNA was extracted from fresh frozen tissue samples using Qiagen RNeasy Plus Universal mini kit (Qiagen cat# 73404), followed by poly(A) enrichment using NEBNext Poly(A) mRNA Magnetic Isolation Module (New England Biolabs cat# E7490). Then strand-specific RNA sequencing library was prepared by using NEBNext Ultra II Directional RNA Library Prep Kit for Illumina (New England Biolabs cat# E7760S) following manufacturer’s instructions. Libraries were loaded on Illumina NovaSeq 6000 sequencer for a 2x150bp paired end reads.

Reads were aligned to the GRCm38 *Mus musculus* genome using STAR v2.6 and then quantified using RSEM v1.3.0. on Ensembl 91 annotated genes. Differential expression analysis between responders and non-responders was performed using DESeq2 (72). Genes were considered significant if the FDR adjusted p-value was less than 0.05 and the magnitude of the log2 fold-change was greater than 1 (**Supplementary Table S1**). Gene set analysis by Fisher’s test was performed using the 200 most significant genes higher in responders, and all 94 significant genes in non-responders by adjusted p-value (107, 108). Signatures from Gene Ontology: biological process set were used (109), and we report the top 10 most significant by FDR adjusted p-value.

### Spatial transcriptomics tissue staining, library preparation, and sequencing

The FFPE tumor blocks were sectioned 5 micron thin and placed on Visium gene expression slides (10X Genomics, 2000233). The tissues were dried, deparaffinized, stained by Hematoxylin and Eosin, and decrosslinked according to the manufacturer’s protocol (CG000409|Rev C), omitting the 85% ethanol deparaffinization step (Step 1.2.l). The H&E-stained slides were imaged on a Leica AT2 slide scanner using a 40x objective. Spatial transcriptomics libraries were generated with Visium for FFPE Gene Expression mouse reagents (10X Genomics #1000337) according to the manufacturer’s protocol (10x Genomics, CG000407|Rev D) with an added permeabilization step during RNA Digestion. A blend of collagenase B and dispase enzymes (EMD Millipore Sigma #SCR140) resuspended in Hank’s Buffered Salt Solution (ThermoFisher Scientific cat# 14175095) was added to the RNase buffer and enzyme mix to a concentration of 0.4 CDU/uL in step 3.1 to improve the permeabilization of the tissue. Additionally, after permeabilization at step 3.1.n, the slide was washed with 2X saline-sodium citrate buffer (Millipore Sigma S6639) with 0.1% sodium dodecyl sulfate (Millipore Sigma 71736).

Spatial transcriptomics libraries were sequenced according to manufacturer protocols (10x Genomics, CG000407 | Rev D) on an Illumina NovaSeq6000 using an S4 or S2 v1.5 flow cell or on a NextSeq2000 with a P3 flow cell with a read 2 length of 50 cycles.

### Digital pathology H&E image analysis

Deep learning neural networks (DenseNet V2) were trained to perform high-resolution semantic segmentation across the hematoxylin and eosin (H&E) images. Multiple models were organized in a class hierarchy to compartmentalize each model’s task to both improve segmentation performance and to simplify model training. These included five models to classify: staining artifacts, adipose tissue, necrosis, blood vessels, and TME (tumor stroma, non-cancer). Model training and deployment was done using HALO-AI v3.4 (Indica Labs). All model trainings used a transfer learning approach, leveraging models pretrained on large-scale natural image datasets (*e.g.*, ImageNet). Performance of the models was evaluated qualitatively via manual review of prediction overlays on top of images.

### Immunohistochemistry T cell phenotyping

A sequential 5 um section of the FFPE tumor blocks were cut for T cell dual immunohistochemistry. All steps were performed on a Lecia BOND RX stainer. Sections were stained first with Cd4 (Cell Signaling Technologies, 25229) and detected with Polymer Refine Detection (Lecia, DS9800). Sections were incubated in ER2 for 20 minutes. Then sections were stained with Cd8 (Cell Signaling Technologies, 98941) and detected with Polymer Refine Red Detection (Leica, DS9390). Finally, the slides were counterstained with hematoxylin and cover slipped for imaging on a Leica AT2 with a 40x objective.

Cell phenotyping was performed using HALO’s Multiplex IHC module v3.1.4 (Indica Labs). First, cells were segmented using the hematoxylin nuclear stain, and the stain intensity was quantified from the two chromogens. Next, a HALO AI Object Phenotyper model was trained to classify cells as expressing Cd4 or Cd8 in a supervised fashion by selecting several positive cells as well as hematoxylin-only stained cells. T cell density was quantified by summing the number of T cells that overlapped with co-registered Visium spots of each TME pathology class, then normalizing by sample by dividing the sum by the number of Visium spots per TME class.

### Tissue co-registration

The IHC and H&E images were co-registered to create a common coordinate system to transfer annotations between Visium spots, H&E class annotations, and T cell phenotypes. Tissue registration was performed using HALO v3.4 (Indica Labs) co-registration tool. The co-registration tool optimizes a B-spline transformation to optimally match whole-slide images. Image rotations and flips were applied to achieve rough alignment of IHC images to Visium images prior to co-registration. Co-registrations were performed first in an unsupervised manner. For co-registrations requiring improvement, multiple landmarks were annotated onto each image, manually identifying distinct tissue features conserved between the histological sections. Then the co-registration algorithm was redeployed in a semi-supervised manner where preference is given to transformation parameters that align landmark coordinates in addition to aligning image features. Finalized co-registrations were used to transform the spatial transcriptomic spots from the ST coordinate domain to the coordinate domain of the IHC image. Transformation was to the position of the spots including the individual spots’ height and width dimensions.

### Visium data QC, and unspecific probes

Sequencing data was processed using the 10X Space Ranger for alignment, and barcode and UMI counting. We applied SpotClean (110) to correct for mRNA diffusion where mRNA captured at a tissue spot originated from adjacent spots.

To assess probe specificity, we compared mean normalized pseudo-bulk gene expression levels between polyA-captured and probe-captured ST data derived from the same cohort. Linear regression was fit between two groups of expression values to identify outlier genes whose probe-based expression value deviated from fitted line by more than 3 standard deviations. These genes, considered to be captured by unspecific probes (**Supplementary Table S7**), were removed from downstream analysis.

Additionally, spots that located in too-light-to-be-tissue areas, with color values more than 1 standard deviation from the mean of all spots, were removed. Spots with less than 100 genes detected were removed. Finally, spots that were contiguous with at least 200 spots were retained for downstream analysis, ensuring that small, isolated tissue debris away from main tissue were excluded from downstream analysis.

### Cohort integration and clustering

Samples were first merged and normalized using SCTransform v2 (111). Spots with less than 2000 detected genes were filtered out before integration. Then, the integration was performed using the canonical correlation analysis implemented in Seurat R package (112) with number of anchor features set to 7000. Spots were clustered by the graph-based clustering approach of the same package. An optimal clustering resolution of 0.4 was selected manually with clustree-0.4.3 (113) library assisting in visualization.

### Marker gene identification and DEA

For each cluster, marker genes were identified using SCT assay through the *FindAllMarkers* function of Seurat (comparing each cluster to the rest of the spots). Resulting biomarkers were reported in **Supplementary Table S2** if they satisfied the following thresholds: 1) the percentage of cells where the gene is detected in was at least 10%, 2) absolute value of the log_2_ fold change was at least 0.25, 3) the negative log_10_ adjusted p-value was at least 2.

We conducted differential expression analysis between responders and non-responders for each cluster using a pseudobulk framework in DESeq2 (71, 72). Replicate sections were collapsed using the function *AggregateExpression*, and we considered genes significant if the adjusted p-value was less than 0.05 and absolute fold-change greater than 1.5.

### Modeling spatial gene expression trends around gene signatures

In this analysis, we first calculated signature scores of The *CD8_EarlyActiv* gene signature (114) and the cholesterol gene signature described in **Figure 3C** using the *AddModuleScore_UCell* (115) function from the UCell package. To determine whether each Visium spot is positive for a transcriptional signature, we used the distribution of the signature across the whole tissue section. A spot was considered positive for a signature if its score was greater than or equal to the median plus 1.5 standard deviations of the signature distribution. A spot was considered negative for a signature if its score was less than or equal to the median. Other spots between these cut offs were excluded from analysis.

We employed linear models to identify genes associated with proximity to signature high regions in responders and non-responders separately. The analysis was restricted to tumor spots located within ten spot lengths from a signature high spot. Stroma and non-cancer spots called by digital pathology annotations were excluded. In our models, both the sample ID and the signature score were included as covariates. Signature scores were adjusted to account for transcripts of signature genes that diffused from the signature high region. We considered a gene to be significant if the Bonferroni adjusted P-value was less than 0.05, and the estimated coefficient was greater than the mean of the coefficients plus three standard deviations. To identify outliers in gene expression estimates between responders and non-responders, we first calculated the difference in estimates between two groups for each gene. We then calculated the mean and standard deviation of these differences. Genes with differences greater than two standard deviations from the mean were considered outliers and called significant.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE284264, https://www.ncbi.nlm.nih.gov/geo/, GSE284989.

# Supplementary material for: Spatial genomics reveals cholesterol metabolism as a key factor in colorectal cancer immunotherapy resistance
**Source:** Front Oncol. 2025 Mar 18;15:1549237. doi: 10.3389/fonc.2025.1549237
**Supplement:** Supplementary file 1

Supplementary Material

# Supplementary Data Captions

The following supplementary data tables are included as part of this article in excel files.

Supplementary Table S1: Bulk RNA-seq differential expression. Each tab of the workbook includes the results from 3 different comparisons between treatment groups.

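The table gives, for each gene, a log2 fold change and whether the paper called it. The first 1998 rows of the tab that compares responders with non-responders were available, and among them are 1117 genes that the paper called. The log2 fold changes of edgeR differed from those of the paper by a median of 0.03 in these rows, and for none of the 1117 genes did the sign differ. Of these genes, 1040 were called by edgeR here and 1097 by DESeq2.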

Supplementary Table S2: Spatial transcriptomics cluster biomarkers. Lists differentially the expressed genes and statistics for unsupervised clustering analysis.

Supplementary Table S3: Spatial transcriptomics differential expression between responders and non-responders. Includes a different tab for every cluster.

Supplementary Table S4: Cholesterol signature heterogeneity. Values are averaged UCell signature scores, by cluster in the different tumors.

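UCell scores rank the genes of a signature within each spatial spot, so that a higher score means that the signature's genes stand higher among all genes of the spot. Table S4 gives this score averaged by cluster and, in a column of its own, a mean per tumor, which was used here. A bulk score was computed for the same 16 tumors as the mean log2 CPM of the 10 cholesterol genes named in the text. It comes from the fresh frozen part of each tumor. The spatial scores are the paper's, from a signature of 16 genes, so the 2 scores do not rest on the same set of genes. Over the 16 tumors Pearson's r between the bulk and spatial scores was 0.811 (permutation test, two-sided, p = 9e-05) and Spearman's rho 0.75 (p = 0.00112). Without replicates 7 and 16, which lie farthest from the median spatial score, r was 0.794. The responders lay at the low end of both scores, and over the 14 other tumors r was 0.699 (permutation p = 0.00503) and rho 0.626 (p = 0.0188). Within the 8 IgG controls r was 0.724 (exact permutation p = 0.0438) and rho 0.50 (exact permutation p = 0.216). Without replicates 1 and 7 r was 0.60, on 6 tumors (exact permutation p = 0.2). Within the 6 non-responders r was 0.595 (exact permutation p = 0.211) and rho 0.371 (exact permutation p = 0.497), and without the 2 tumors farthest from the median r was -0.13. Adjusted over these 4 relations, the p values of r were 3.6e-04, 0.0101, 0.0583 and 0.211 in the order given.

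**Figure D3:**
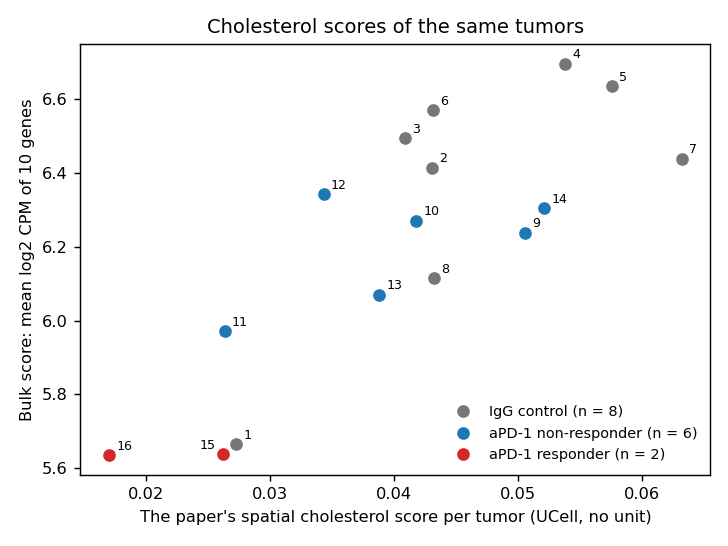
Mean log2 CPM of 10 cholesterol genes in bulk RNA-seq against the paper's mean spatial UCell score, which has no unit, with a numbered point per tumor for 8 IgG control, 6 aPD-1 non-responder and 2 aPD-1 responder tumors. The responders and IgG control replicate 1 have the lowest bulk scores, from 5.64 to 5.66.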

Supplementary Table S5: CD8 T cell spatial modeling statistics. Lists the distance from CD8 T cell signature coefficients for each gene responders and non-responders.

Supplementary Table S6: Cholesterol signature spatial modeling. Lists the distance from cholesterol signature coefficients for each gene responders and non-responders.

Supplementary Table S7: Unspecific probes. List of probes in Visium for FFPE that were removed from analysis due to showing unspecific hybridization.

How the deposited data were processed for this re-analysis (not part of the article)

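Bulk RNA-seq counts of 16 MC38 tumors were analysed, from 8 IgG control mice and 8 aPD-1 treated mice, of which the paper designates 6 as non-responders and 2 as responders by CD8 T cell staining. Each tumor came from another mouse and was taken as a replicate, and no numbers pair the tumors. The authors aligned paired reads with STAR 2.6 to GRCm38 with Ensembl release 91 and estimated expected counts per gene with RSEM 1.3.0. The values are expected counts, as the authors deposited them, in 1 table with 1 column per tumor. The table held 53557 entries, of which 92 that name no gene were left out, as they held at most 185 counts in a tumor. Symbols and coordinates came from GENCODE mouse release 21 and matched 53360 of the identifiers. Spatial transcriptomics and immunohistochemistry were not analysed here, apart from the paper's own tumor scores in Table S4.

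Expected counts were rounded to whole numbers. Total counts per tumor lay between 26603477 and 39948922, with a median of 34105811 over the 16 tumors, and 15422 to 17301 genes had at least 10 counts. No 2 tumors differed by as little as copies of the same library would: the lowest chi-square per degree of freedom over 120 pairs was 16.7. The intervals given for shares of counts are 95% Wilson intervals and cover counting error only.

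Differential expression was tested in R 4.3.3 with edgeR 4.0.16, using TMM scaling, edgeR's filter on low counts over the 3 groups, robust dispersion estimation and the quasi-likelihood test, in 1 fit of all 16 tumors. Benjamini-Hochberg adjustment covered the 18251 genes tested. Genes were called at an adjusted p below 0.05 and a log2 fold change above 1 in size. Where only 1 responder was left in a fit, its spread was assumed to be that of the other groups. The steps were tested on simulated counts with the spread of these tumors and 200 changed genes. With 2 against 6 tumors, 82% of genes changed 4-fold and 49% of genes changed 2-fold passed an adjusted p of 0.05, with 2.96% of the genes that passed unchanged in truth. With 6 against 8 tumors these were 91%, 73% and 4.09%. Changes were planted only in genes above a minimum count, and genes were drawn independently. The Reactome test ranked a planted set at 1 and called 0 sets when none was planted.

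Principal components were computed on log2 CPM with a prior count of 2, centred and scaled, and the distance of the responders was taken on the component of the first 3 on which they differ most. Gene lists were scored by the mean log2 CPM of their genes and tested with camera, at a preset correlation of 0.01 and at an estimated correlation, and with fry, both from limma 3.58.1. Single values of small groups were compared by exact permutation tests, two-sided. Correlations used 100000 permutations, or all orders for fewer than 10 tumors. Random lists, 10000 in number, were matched on mean expression. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 were used for these steps. Reactome sets were those shipped with the fgsea package. Gene Ontology sets were not used here.

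The rule for the genes named, the marker lists, the independent cholesterol list and the alternatives were set before the data were examined, except where stated. The rule covers every gene that the paper's text names for the bulk data, the further names printed in Fig. 1E and Fig. 3G, the 5 called genes with the highest and the 5 with the lowest log2 fold change among genes with a mean of at least 100 counts and with both responders on the same side of all non-responders, the 3 called genes of smallest p between non-responders and IgG controls, and the genes of the marker lists. There were 13 marker lists: B cell, naive and recirculating T cell, cytotoxic effector T cell, lymph node stroma and high endothelial venule, plasma cell, macrophage and monocyte, fibroblast, adipocyte, skeletal muscle, keratinocyte, proliferation, hypoxia and interferon response. Of their genes Lor was not tested because of low counts. The 12 independent cholesterol genes include Mvk, Pmvk, Mvd, Idi1, Msmo1, Sc5d, Dhcr7, Ebp, Tm7sf2 and Stard4. Results for some single genes that this rule covers are not reported here. After the data were seen, 3 further lists were written, of fat cell, muscle and interferon gamma target genes.

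The alternatives were DESeq2 1.42.0 in place of edgeR, median-of-ratios size factors in place of TMM, no filter on low counts, at least 10 counts in at least 8 tumors, a fit of only the 2 groups compared, and leaving out each tumor in turn. For the principal components they were no scaling, the 500 genes of highest variance and DESeq2's variance stabilizing transformation. For the correlation they were z scores, the tumor clusters only, a prior count of 0.5 and other size factors. Alternatives added after the data were seen were DESeq2 on genes with at least 10 counts in every tumor, libraries thinned to the smallest total count and, for the correlation, leaving out each non-responder and IgG control.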

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

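The tests on fat tissue and on the library state of IgG control replicate 1 were chosen only after the results were seen. Each measure was compared within the 8 IgG controls and within the 6 non-responders, taking the distance of the most extreme tumor to its nearest neighbor divided by the range of the group. Over 44 such groups 10 had an extreme tumor at the 95% level, where chance gives 2.2.

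IgG control replicate 1 accounted for 6 of these 10. Its counts on mitochondrial genes were 7.60% of the total (95% Wilson interval 7.59 to 7.61), with a distance of 0.865 of the group's range, and its total count of 26603477 was the lowest, with a distance of 0.623. It was highest on the first principal component (0.840) and lowest in the scores of the proliferation list (0.632), the macrophage and monocyte list (0.595) and the independent cholesterol list (0.560). Non-responder replicates 9 and 14, next to it on the first principal component, had 6.00% and 5.74% of counts on mitochondrial genes, where the other 13 tumors had 2.52% to 3.25%. Whether this library state could account for low cholesterol scores was tested within the non-responders. In the independent cholesterol list, replicates 9 and 14 were the lowest of the 6, with a mean difference of -0.29 from the other 4 on the log2 scale, as this explanation requires. In the list of 10 cholesterol genes named in the text, they scored 6.24 and 6.30, on average 0.11 above the mean of the other 4. The other 4 ranged from 5.97 to 6.34. The fall that this explanation requires was thus not seen for that list, but a difference within that spread cannot exclude it. What produced the state was not tested, as no measure of RNA quality or necrosis was available, and degraded RNA and a biological difference between tumors both stay open.

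IgG control replicate 3 had 20.4% of its counts (95% Wilson interval 20.43 to 20.46) on a single gene, the ribosomal RNA gene CT010467.1 on chromosome 17, against at most 0.489% in the other tumors. This set it apart by 0.933 of the range of the IgG controls in the share of the most counted gene. Incomplete poly(A) selection of this library is a candidate explanation. It predicts that small non-coding RNA genes, which have no poly(A) tail, are also higher. Over 14 such genes the median log2 difference from the median IgG control was 4.43 in this library and at most 1.49 in the other 7, in line with incomplete selection. No biological explanation was tested.

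IgG control replicate 6 was highest in the skeletal muscle list, with a distance of 0.659 of the range. Skeletal muscle tissue in the section may explain this. In a further list of 8 muscle genes, 7 were more than 4 times as high as in the next highest IgG control, from 29.0 times for Tnni2 to 117.5 times for Pvalb, while Eno3 was 3.28 times as high. In the 7 other IgG controls, 6 of the 6 genes of the skeletal muscle list and 4 of the 8 genes of the further list were above 1 CPM on average. An effect of treatment cannot produce a difference within the IgG controls, and other sources of muscle RNA were not tested.

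Non-responder replicate 10 was lowest in the plasma cell list, by 0.745 of the range, and non-responder replicate 9 was lowest in the hypoxia list, by 0.643. For these no explanation was tested, and chance alone gives as many.

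Several lists outside those that the paper discusses were far higher in responders than in IgG controls. The mean log2 fold change was 8.00 for the B cell list, 6.80 for the plasma cell list and 7.46 for the list of lymph node stroma and high endothelial venules. In each of these lists every gene was higher in both responders than in all 14 other tumors. Of their genes 1 of 10, 1 of 5 and 0 of 6 were above 1 CPM on average in IgG controls, and Fig. 1E names 0, 2 and 1 of them. A difference in library size was tested by thinning all libraries to the smallest total. Then 2272 genes were still called between responders and non-responders, where 2410 were called without thinning, so library size does not account for the difference. No other split of the 8 aPD-1 tumors into 2 and 6 called as many genes: the real split was 1 of 28, the smallest share that this design allows, and the next highest called 47, so chance can be excluded at a level of 0.05 but no lower. The paper chose the responders by CD8 T cell staining of these tumors, so the real split is not independent of their immune content. A candidate explanation is lymphoid tissue in the sections of the responders, which needs B cell, naive T cell and lymph node stroma genes to rise at least as much as cytotoxic genes. The lowest of the 3 lists between responders and non-responders was that of naive T cells at 2.41, against 1.13 for the cytotoxic list, consistent with lymphoid tissue. Among the most abundant genes, Cd79a was at 214 and 52.6 CPM in the responders and 0.452 CPM on average in non-responders, Ccl21a at 157 and 64.2 against 1.04 CPM and Glycam1 at 184 and 30.6 against 0.328 CPM. The test does not tell a lymph node next to the tumor, which would be a technical source, from lymphoid tissue formed within a responding tumor, which would be biological. Both stay open, as does a mixture with infiltrating T cells, since Cd8a was alike in the responders.

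The adipocyte list was higher in responders than in IgG controls by a mean log2 fold change of 5.10, with Adipoq at 189 and 31.0 CPM in the responders and 3.12 CPM in IgG controls. All 6 genes were above all other tumors in both responders, and 5 of the 6 were above 1 CPM on average in IgG controls. Fat tissue around the tumor may have been in the sections. In a further list of 7 fat cell genes, 4 of them above 1 CPM in IgG controls, the lower responder lay 2.12 above the highest other tumor in mean log2 CPM, consistent with fat tissue. Lymph nodes are embedded in fat, but whether the fat and lymphoid signals come from the same piece of tissue was not tested, and fat within responding tumors stays open.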

How the results depend on the processing

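The alternatives DESeq2 on genes with at least 10 counts in every tumor and thinned libraries were chosen only after the data were seen, as were the use of any alternative on lists between non-responders and IgG controls and, for the correlation, leaving out each non-responder and IgG control. All other alternatives were chosen before the data were examined.

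Between responders and non-responders more genes were higher in responders under every alternative run. Requiring at least 10 counts in 8 tumors gave 1515 genes higher in responders, against 2289, and tests fewer genes, 15901 in place of 18251. DESeq2 on genes with at least 10 counts in every tumor gave 1091 of 13855 tested. Leaving out a tumor gave 886 to 2397, with 886 without responder replicate 15, and 37 to 204 genes higher in non-responders, with 37 without replicate 15 and 204 without replicate 16. The calls without replicate 15 shared 859 genes higher in responders with the calls of all 16 tumors, and 2011 of the 2289 genes were higher in replicate 15 than in replicate 16. With at least 10 counts in 8 tumors 102 genes were higher in non-responders, and 104 under DESeq2 with 10 counts in every tumor. The remaining settings gave 2159 to 2458 and 113 to 169. Against IgG controls 2729 genes were called, 1373 under DESeq2 on genes with 10 counts in every tumor, and 1243 to 2949 with a tumor left out. For these the cause was not tested beyond the number of genes or tumors.

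Between non-responders and IgG controls, edgeR called 0 genes, with 694 at an unadjusted p below 0.05. DESeq2 called 4, and 1, Ifitm1, on genes with at least 10 counts in every tumor. Leaving out a tumor gave 0 to 2, the 2 being Ubd and Gm4841 without IgG control replicate 1, with 3219 genes at an unadjusted p below 0.05. These genes were named after their values were seen. With 0 genes called, all 100 of 100 splits of the 14 tumors into 6 and 8 call as many by construction, so the splits do not test chance for this count.

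The share of genes higher in responders at 1.5-fold was 82.7% under DESeq2, 85.1% with at least 10 counts in 8 tumors, 84.2% in a fit of only the 2 groups and 80.5% to 92.2% with a tumor left out, against 86.6%. DESeq2 on genes with at least 10 counts in every tumor gave the lowest share, 78.2%. The cause was not tested.

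The number of the 10 cholesterol genes past an adjusted p of 0.05 was 2, but 4 under DESeq2, with or without 10 counts in every tumor, 7 in a fit of only the 2 groups, and 0 to 2 with a tumor left out, 0 without responder replicate 15 and 1 without replicate 16. The cause was not tested. Their mean log2 fold change lay between -0.65 and -0.55 under these settings and passed by camera at the preset correlation, with p from 3.6e-05 to 0.0073, but not with all 16 tumors and an estimated correlation (p = 0.105). Osbp ran from -0.17 to 0.20 with a tumor left out and Hsd17b7 from -0.42 to 0.0070, neither called under any setting. Over all alternatives set beforehand 36 of 50 named genes kept their direction and their side of the threshold.

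The distance of the responders on a principal component ran from 0.0964 to 3.07 with a tumor left out. With either responder left out it was 1.51 and 3.07, at an exact permutation p of 0.0667, the smallest p that 1 against 14 tumors allow, which says nothing about stability. Without IgG control replicate 1 it was 0.0964. The correlation of bulk and spatial scores over the 16 tumors was 0.782 to 0.821 with z scores, the tumor clusters only, another prior count or other size factors, and 0.758 to 0.839 with a tumor left out. It was 0.699 over the 14 tumors other than the responders. Reactome sets among genes higher in responders rose from 15 to 31 with all called genes, and the cause was not tested.

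For the marker lists between responders and non-responders, the cytotoxic list was 1.13, not past an adjusted p of 0.05 by camera but past it by fry (1.13), and 0.29 to 1.51 with a responder left out, past it without replicate 15. The proliferation list, at -0.36, ran from -0.57 to -0.30 and no longer passed without replicate 15. The interferon response list ran from -0.49 to 0.19 and was not called. The other 10 lists kept their direction and their side of the threshold under fry, under median-of-ratios size factors and with either responder left out, but with an estimated correlation between genes the adipocyte list no longer passed (adjusted p = 0.32). In simulation with 2 against 6 tumors, 49% of 2-fold changes were recovered, 24% in the 50 genes of lower and 74% in the 50 of higher expression.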

Differences from the paper's values

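The setting chosen only after the values were seen is DESeq2 on genes with at least 10 counts in every tumor.

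The paper's number of genes higher in responders than in non-responders is 1024, and edgeR called 2289. Of the alternatives set before the data were examined, at least 10 counts in 8 tumors, with 1515 genes, and leaving out responder replicate 15, with 886, fall within 1.5 times the paper's value. DESeq2 with 2248, median-of-ratios size factors with 2296, no filter on low counts with 2458, a fit of only the 2 groups with 2172, and leaving out responder replicate 16 with 2397 or any non-responder with 1972 to 2288 do not. DESeq2 on genes with at least 10 counts in every tumor gave 1091, a setting chosen after seeing the values, and it drops 101 of the 1117 genes that the paper called in the available rows of Table S1, of which 96 were not tested. Of the 1370 genes that edgeR called beyond these 1117, 1209 had under 10 counts in some tumor. For genes higher in non-responders, the paper's 94 and the 121 here are within 1.5 times of each other. Of the alternatives set beforehand, DESeq2 with 169, and leaving out responder replicate 15 with 37 or replicate 16 with 204, are not within 1.5 times of the paper's value, and the others, with 97 to 139, are.

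The paper's count of cholesterol genes past an adjusted p is 4 of 16, and edgeR gave 2. Of the alternatives set before the data were examined, DESeq2 gave 4, with Ch25h, Sqle and Cyp51 among them. A fit of only the 2 groups gave 9, leaving out responder replicate 15 gave 0 and replicate 16 gave 1, and all others gave 2, so these differ from the paper's value. DESeq2 on genes with at least 10 counts in every tumor also gave 4, a setting chosen after seeing the values, and it drops 0 of these 3 genes.

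In the available rows of the tab of Table S1 that compares non-responders with IgG controls, 1999 in number, the paper called 1 gene, Ifitm1, and edgeR called 0, with 694 genes at an unadjusted p below 0.05. None of the alternatives set before the data were examined gave a value within 1.5 times: DESeq2 gave 4, Ifitm1 among them, leaving out IgG control replicate 1 gave 2, and the others gave 0. DESeq2 on genes with at least 10 counts in every tumor gave 1, which is Ifitm1, a setting chosen after seeing the values that drops 0 of the paper's genes.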

Other observations

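The tests on lists between non-responders and IgG controls, and those without IgG control replicate 1, were chosen only after results were seen.

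The low score of the 10 text-named cholesterol genes in responders could come from a lower share of tumor cells in the sections. Of random lists matched on expression 0.41% had as low a mean, but the scaling removes a change common to all genes and such lists mix genes of tumor and other cells, so this value does not test a lower share of tumor cells, which stays open. Dilution by leukocytes predicts that the score falls as Ptprc, a leukocyte gene, rises among the 14 other tumors. There r was 0.145 (permutation p = 0.617, rho -0.04), and without replicates 1 and 12, farthest from the median of Ptprc, it was -0.54 (p = 0.0682). Within IgG controls r was 0.434 and within non-responders -0.19, each with adjusted p of 0.676 over 3 relations. Without the 2 tumors of each group farthest from its median, r was 0.616 on 6 IgG controls (exact permutation p = 0.196) and -0.997 on 4 non-responders (exact permutation p = 0.0417, not adjusted). The relation thus goes opposite ways in these groups and changes sign with 2 tumors, so dilution by leukocytes cannot be told apart from a lower expression in tumor cells. With lymphoid and fat signals in the sections of both responders, dilution by these tissues stays open as well.

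That bulk RNA of the same tumors holds the ranking of the spatial cholesterol score was set as a hypothesis before the comparison. The correlation of 0.811 over 16 tumors, with a rho of 0.75, is consistent with it. Within the 8 IgG controls r was 0.724, which does not pass when adjusted over 4 relations (0.0583), and rho 0.50 (exact permutation p = 0.216). Within the 6 non-responders rho was 0.371 (exact permutation p = 0.497), and r fell from 0.595 to -0.13 without the 2 tumors farthest from the median. Whether the ranking holds within groups stays open. IgG control replicate 1 had a bulk score of 5.66, at rank 3 from the lowest of the 16 tumors, next to the responders at 5.64 and 5.64, and a spatial score of 0.0273 in the paper's Table S4, at rank 4, above non-responder replicate 11 at 0.0263 and the responders at 0.0262 and 0.0170. Its library also had the highest share of mitochondrial counts.

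Although edgeR called 0 genes between non-responders and IgG controls, some lists differed. The interferon response list was higher in non-responders by a mean log2 fold change of 0.56, in 6 of 6 genes (exact permutation p = 0.00932, adjusted p = 0.0824 over 15 lists). The cytotoxic list was higher by 0.66, in 10 of 10 genes (exact permutation p = 0.0196, adjusted p = 0.0982). Neither passes the correction by the permutation test or by fry (adjusted p = 0.0977 for both). By camera both pass, with adjusted p values of 1.8e-12 and 4.3e-09 over 13 lists. With an estimated correlation the interferon response list passes (adjusted p = 0.0425) and the cytotoxic list does not (adjusted p = 0.0795). A further list of 12 interferon gamma target genes, all above 1 CPM in IgG controls and written after the interferon response list was seen to differ, was higher by 0.56 in mean log2 CPM (exact permutation p = 0.00633, not adjusted), with p from 0.00291 to 0.0124 when each tumor was left out in turn. Its genes respond to the same signal, so it repeats the observation and does not test what raised it. An effect of aPD-1 treatment and a difference in the number of lymphocytes cannot be told apart with these tumors: the naive T cell list was higher by 0.33 (exact permutation p = 0.011, adjusted p = 0.0824), the lymph node stroma list by 0.88 (exact permutation p = 0.0266, adjusted p = 0.0999) and the B cell list by 0.65 (exact permutation p = 0.0972, adjusted p = 0.292). These 3 lists pass by camera, with adjusted p values of 4.9e-04, 9.3e-04 and 1.8e-04, but not with an estimated correlation (0.0592, 0.0795 and 0.231) or by fry (0.0977, 0.0977 and 0.345).

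The list of 10 cholesterol genes was lower in non-responders than in IgG controls by a mean log2 fold change of -0.22 (exact permutation p = 0.255) and the independent list by -0.31 (p = 0.18). With all 8 IgG controls the p values were 0.00157 and 2.3e-07 by camera, 0.121 and 0.0534 by camera with an estimated correlation, and 0.199 and 0.0922 by fry. Without IgG control replicate 1 the exact permutation p values were 0.0175 and 0.0035. The paper's spatial scores averaged 0.0407 ± 0.00979 (SD, n = 6) in non-responders, 0.0465 ± 0.0113 (SD, n = 8) in IgG controls and 0.0216 ± 0.00649 (SD, n = 2) in responders. The exact permutation p was 0.324 between non-responders and IgG controls, 0.124 without IgG control replicate 1, and 0.0714 between responders and non-responders.

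The remaining lists between responders and non-responders had mean log2 fold changes of 0.52 for fibroblast, 5.52 for adipocyte, -1.66 for skeletal muscle, -0.52 for keratinocyte, -0.36 for proliferation, -0.33 for hypoxia and -0.04 for interferon response. Of these adipocyte and proliferation passed by camera (adjusted p = 8.8e-04 and 0.0499) and by fry, and neither passed with an estimated correlation. For keratinocyte the mean of log2 CPM was higher in responders by 0.73, in the opposite direction to the fitted mean.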
